# Bioinformatics prediction and experimental verification of a novel microRNA for myocardial fibrosis after myocardial infarction in rats

**DOI:** 10.7717/peerj.14851

**Published:** 2023-02-09

**Authors:** Qianqian Guo, Dandan Wu, Dongdong Jia, Xinyue Zhang, Aiming Wu, Lixia Lou, Mingjing Zhao, Mengzhu Zhao, Yijie Gao, Manman Wang, Menghua Liu, Meng Chen, Dongmei Zhang

**Keywords:** MicroRNA, Myocardial infarction, Myocardial fibrosis, Bioinformatics analysis, miR-199a-5p

## Abstract

**Background:**

MicroRNAs (miRNAs) are endogenous noncoding single-stranded small RNAs. Numerous studies have shown that miRNAs have pivotal roles in the occurrence and development of myocardial fibrosis (MF). However, miRNA expression profile in rats with MF after myocardial infarction (MI) is not well understood. The present study aimed to find the potential miRNA for MF post MI.

**Methods:**

SPF male Sprague-Dawley (SD) rat models of acute myocardial infarction (AMI) were established by ligating the anterior descending branch of the left coronary artery, while sham-operated rats were only threaded without ligation as a control group. Hematoxylin-eosin and Masson trichrome staining were used to detect myocardial histopathological changes for model evaluation. The differentially expressed miRNAs were detected by using the Agilent Rat miRNA gene chip in the myocardial tissue of the infarct marginal zone. Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis were performed by DAVID. The expression of miR-199a-5p was verified by real-time fluorescence quantitative PCR (qRT-PCR). Transfected miR-199a-5p mimics into cardiac fibroblasts (CFs) to construct cell models of miR-199a-5p overexpression. Dual-luciferase reporter assay was employed to validate the target gene of miR-199a-5p. The protein expression of the target gene in CFs transfected with miR-199a-5p mimics were detected by Western blot.

**Results:**

Myocardial fibrosis was exacerbated in the model group compared with the control group. Thirteen differentially expressed miRNAs between the two groups were screened and their expression levels in the model group were all higher than those in the control group. The expression of miR-199a-5p was significantly increased in the model group in qRT-PCR, which was consistent with the results of the gene chip. KEGG enrichment analysis showed that the target genes of miR-199a-5p were enriched in the insulin signaling pathway. Furthermore, dual-luciferase reporter assay indicated that miR-199a-5p could negatively regulate the expression of GSK-3β. After transfection, the expression of miR-199a-5p was increased in the miR-199a-5p mimics group. The protein expression of GSK-3β was decreased in CFs transfected with miR-199a-5p mimics.

**Conclusion:**

Our study identified miR-199a-5p could promote the progression of myocardial fibrosis after myocardial infarction by targeting GSK-3β, which provides novel targets for diagnosis and treatment of MF.

## Introduction

In recent years, a national survey of 1.7 million Chinese adults reported that approximately one in 10 adults had a high risk of cardiovascular disease (CVD) (Lu et al., 2019). Myocardial infarction (MI) has high morbidity and mortality; furthermore, severe myocardial ischemia and hypoxia inevitably cause necrotic cardiomyocytes to be replaced by collagen fibers, resulting in the formation of myocardial fibrosis (MF). In the initiation and progression of MF, cardiac fibroblasts (CFs) were activated by various cytokines, proliferate massively, and cause an imbalance between synthesis and degradation of extracellular matrices (ECM), leading to excessive deposit of ECM components, and finally result in arrhythmia, heart failure. However, the potential targets involved in MF post MI remain poorly understood (Wang, Lin & Bagchi, 2019).

MicroRNAs (miRNAs) are a class of highly conserved endogenous noncoding single-stranded small RNAs with a length of 18–22 nucleotides. They are involved in regulation at the posttranscriptional and translational levels through the degradation and translation inhibition of messenger RNA (mRNA). It is estimated that at least 60% of all mammalian genes may be regulated by miRNAs (Friedman et al., 2009). MiRNAs can help uncover the mechanisms of diseases and provide new entry points into therapy. Accumulated evidence has revealed that miRNAs are involved in the pathological process of CVD through specific signaling pathways (Wu et al., 2017). A study demonstrated that miR-199a deficiency can inhibit MF by targeting SFRP5 (Chen et al., 2019). Moreover, elevated expression of miR-199a-5p correlates with the progression of AMI (Yan et al., 2018). MiR-199a-5p, which is sensitive to hypoxia (Rane et al., 2009), was increased in oxygen-glucose deprivation and reperfusion (OGD/R)-treated H9c2 cells; furthermore, the miR-199a-5p mimics promoted OGD/R-treated cytotoxicity (Liu et al., 2019). Located on human chromosome 19 and ubiquitously expressed, miR-199a-5p is involved in multiple diseases, such as tumors and asthma (Li et al., 2019; Huang et al., 2018). Therefore, it is worth considering that miR-199a-5p is related to MF.

A growing number of studies have shown that energy metabolism imbalances such as glucose fluctuation can exacerbate cardiac remodeling and MF (Ying et al., 2017; Saito et al., 2014). Study has shown that heart failure after MI could lead to a shift from fatty acid oxidation to glucose oxidation (Cheng et al., 2020). To balance energy metabolism, the role of the insulin signaling pathway has become increasingly highlighted. In response to elevated levels of blood glucose, insulin promptly binds to receptors. The insulin receptor substrate (IRS) protein, a key mediator of the insulin signaling pathway, is required for hormonal control of metabolism (Copps & White, 2012). After phosphorylation, IRS initiates a cascade of downstream signaling, such as activation of the phosphatidylinositol 3-kinase (PI3K)/Protein kinase B (AKT) pathway. A prior study showed that insulin-like growth factor-1 (IGF-1) may protect cardiac tissue against myocardial ischemia/reperfusion (I/R) injury through the PI3K/Akt pathway in rats (Liao et al., 2019). PI3K/Akt signaling pathway can phosphorylate GSK-3β and lead to its inactivation (Liang et al., 2015). GSK-3β in active state can effectively inhibit fibrosis and is a vital regulator of fibrosis (Zheng et al., 2020). Lal et al. (2014) have shown that GSK-3β knockout mice induce the transformation of fibroblasts to myofibroblasts, resulting in ECM deposition and fibrosis formation, suggesting that GSK-3β is a crucial inhibitor of myocardial fibrosis in cardiac remodeling.

Previous studies have found that MI in rats can cause the accumulation of collagen-based ECM, and lead to MF, however, the potential targets are not fully understood. With the development of the microarray technology and bioinformatics techniques, the disease-related miRNAs have been discovered. Therefore, in this study (Fig. 1), rat models of MF after MI were established. MiRNA expression profile was detected by using the Agilent Rat miRNA gene chip and bioinformatics analysis was performed by DAVID. The expression of miR-199a-5p was verified by qRT-PCR. Dual-luciferase reporter assay was designed to validate the relationship between miR-199a-5p and its target gene. To find the potential targets for diagnosis and treatment of MF post MI.

**Figure 1:**
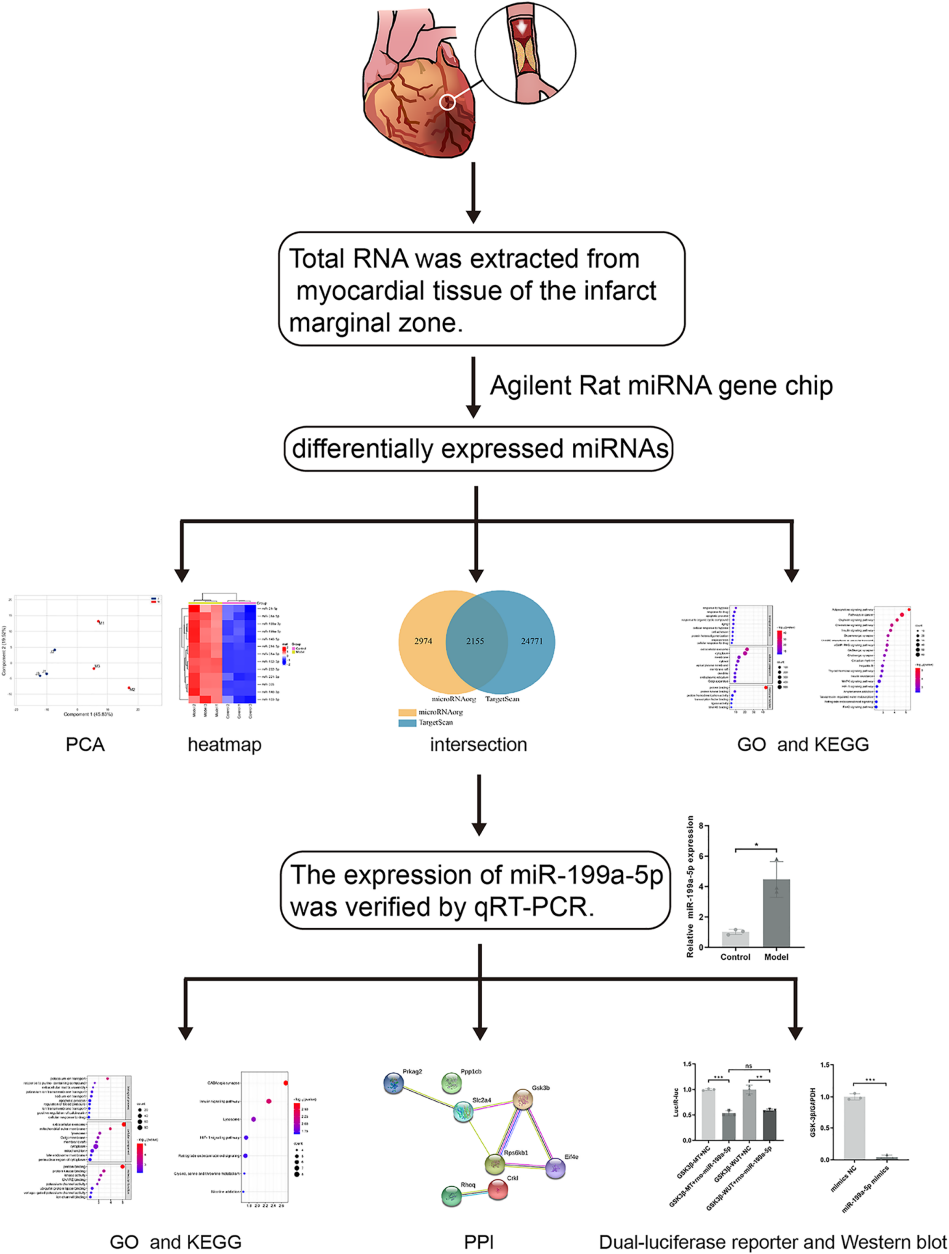
The workflow of this study. Rat models of acute myocardial infarction (AMI) were established by ligating the anterior descending branch of the left coronary artery. Total RNA was extracted from myocardial tissue of the infarct marginal zone. The differentially expressed miRNAs were detected by using the Agilent Rat miRNA gene chip. Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis were performed by DAVID. The expression of miR-199a-5p was verified by real-time fluorescence quantitative PCR (qRT-PCR). KEGG enrichment analysis showed that the target genes of miR-199a-5p were enriched in the insulin signaling pathway. Furthermore, dual-luciferase reporter assay indicated that miR-199a-5p could negatively regulate the expression of GSK-3β. The protein expression of GSK-3β was decreased in CFs transfected with miR-199a-5p mimics.

## Materials and Methods

### Establishment of experimental animal models

SPF male Sprague–Dawley (SD) rats weighing 200 ± 20 g were purchased from Beijing Vital River Laboratory Animal Technology Co. Ltd., Raised in the Barrier Animal Laboratory of Dongzhimen Hospital, Beijing University of Chinese Medicine, with a 12 h light/dark cycle and *ad libitum* food and water. All protocols and applications of animals in this study were approved by The Animal Care & Welfare Committee of Dongzhimen Hospital, Beijing University of Chinese Medicine (No: 16–25). The rats were divided into model group and sham-operated group by random number table. A model of AMI was established by ligating the left anterior descending coronary artery (LAD) of the rat heart. The rat was anesthetized intraperitoneally with 1% sodium pentobarbital (40 mg/kg). The skin was cut laterally at the third and fourth ribs of the left chest, approximately 1.5 cm in length. The musculature was bluntly separated, the rib was braced with a thoracotomy and the thymus was fixed upward to fully enlarge the surgical field, and the pericardium was carefully torn open to expose the ligation site of the rat heart. The anterior descending branch of the left coronary artery was ligated with a 5/0 line approximately 2 mm below the left atrial appendage and the arterial cone. The anterior myocardial wall was quickly ischemic and whitening, and the electrocardiogram (ECG) revealed saddle-back-like ST-segment elevations. After 24 h, the ECG was conducted again, and pathological Q waves appeared in the chest leads and lead I and aVL, indicating that the model was successful (Fig. 2A). The sham-operated rats were only threaded without ligation as a control group. There were five rats in each group and ten rats in total. The rats were fed adequate food and deionized water for 4 successive weeks. Finally, the rats were euthanized with 1% sodium pentobarbital (40 mg/kg), and myocardial tissue was collected at the infarct margin.

**Figure 2:**
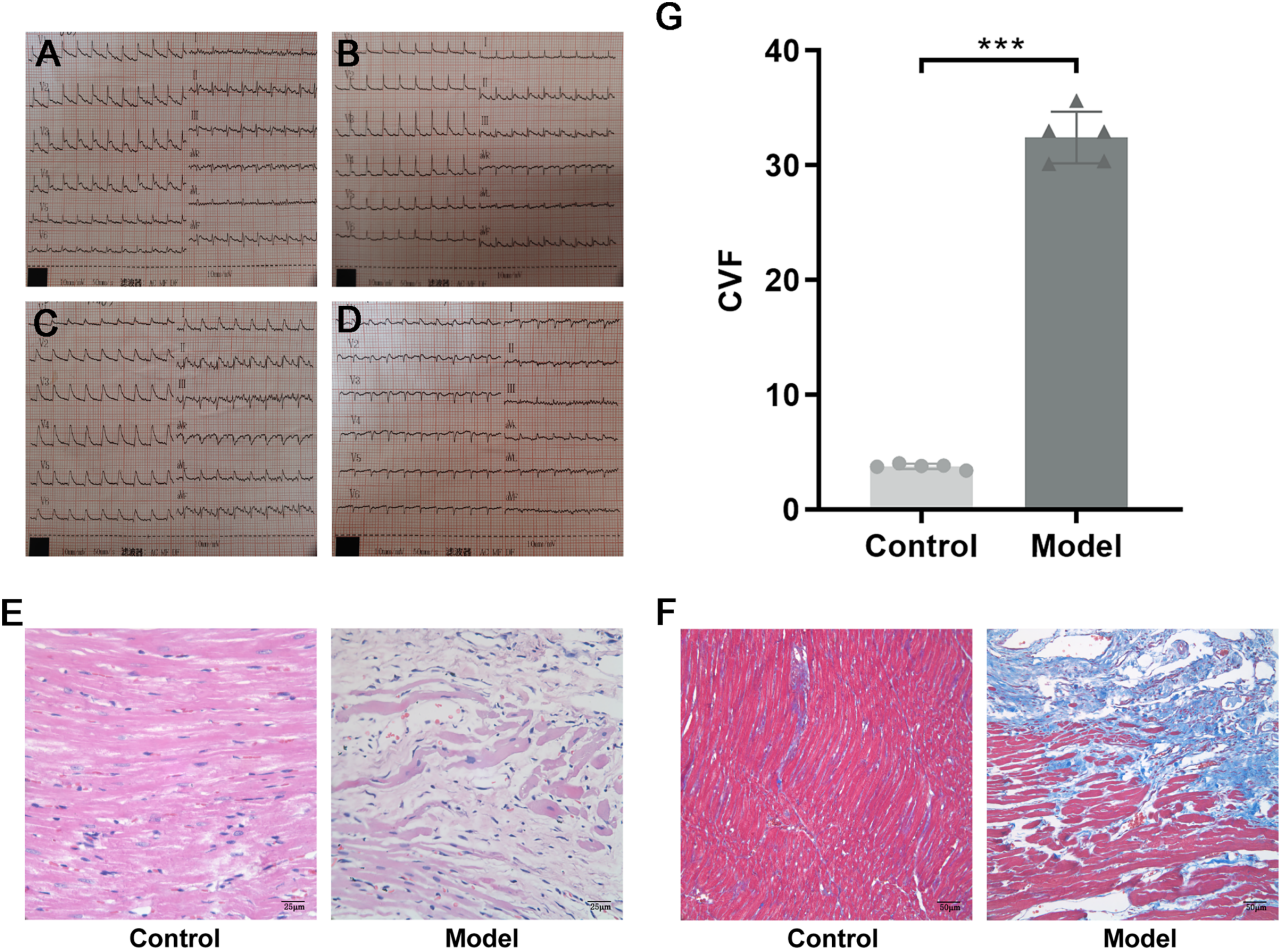
Evidence of successful LAD ligation. (A) Immediate postoperative electrocardiogram of rats in control group. (B) Electrocardiogram of rats in control group 24 h after operation. (C) Immediate postoperative electrocardiogram of rats in model group. (D) Electrocardiogram of rats in model group 24 h after operation. (E) Representative images of hematoxylin-eosin (HE) staining of myocardial tissue in the control and model groups. (F) Representative images of Masson trichrome staining of myocardial tissue in the control and model groups. (G) CVF in myocardial tissue in the control and model groups. *n* = 5, ***P < 0.0001, t = 28.21, df = 8 compared with the control group.

### Histopathological staining

Dehydrated, paraffin-embedded myocardial tissues were cut into 3-μm-thick sections. The sections were dewaxed in xylene and rehydrated stepwise in a descending ethanol series. For hematoxylin-eosin (HE) staining, the sections were stained with hematoxylin staining solution and eosin staining solution (BLB-03 and YH-102, Beijing Kyushu Berlin Biotechnology Co. Ltd., Beijing, China). For Masson trichrome staining, the sections were dyed with nuclear staining, cytoplasmic staining, color separation solution, and counterstaining solution (D026-20, Nanjing Jiancheng Bioengineering Institute, Jiangsu, China) in sequence. The samples were dehydrated with ethanol in a series of concentrations and cleared with xylene. Coverslips were mounted with neutral balsam and sections were photographed by light microscopy. With the help of Image-Pro Plus 6.0, the area of myocardial collagen could be quantified. Collagen volume fraction (CVF) = Collagen area/(Collagen area + Myocardial area) × 100%. Five nonoverlapping fields were randomly selected for each section (×200), and the results are presented as the mean.

### MiRNA gene chip

Due to the cost of microarray, three myocardial tissue samples were randomly selected from each group for microarray detection. Total RNA was extracted from myocardial tissue according to the mirVanaTM RNA Isolation Kit (AM1561, Applied Biosystems, Waltham, MA, USA). The Agilent Rat miRNA gene chip was used in this research. The hybridization and scanning of the miRNA gene chip were carried out. The standardized data were filtered, and at least one set of 100% probes marked as “Detected” in the two sets of samples used for comparison was left for subsequent analysis. The fold change value and *p* value (*FC* > 2, *P* < 0.05) based on a t test were used to screen differentially expressed miRNAs. The differentially expressed miRNAs were clustered in an unsupervised hierarchy, and the expression patterns of the differentially expressed miRNAs among different samples were displayed in the form of heatmaps. The microarray data discussed in this study have been deposited in the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) and are accessible through (GEO) Series accession number GSE208159.

### MiRNAs bioinformatics analysis

TargetScan and microRNAorg databases were used to predict target genes of differentially expressed miRNAs, and the intersection was taken for subsequent analysis. Database for Annotation, Visualization and Integrated Discovery (DAVID) (https://david.ncifcrf.gov/) is a common software for target genes. The Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) databases were used to perform enrichment analyses to elucidate biological functions and pathways regulated by miRNAs (*P* < 0.05). The protein-protein interaction (PPI) network was constructed using the STRING database and Cytoscape software.

### MiRNAs expression analysis

Total RNA was extracted from myocardial tissue using the mirVanaTM RNA Isolation Kit (AM1561; Applied Biosystems, Waltham, MA, USA). The RNA to be tested was reverse transcribed into cDNA using the miScript II Reverse Transcription Kit (Qiagen, Hilden, Germany). Using cDNA as a template, real-time PCR was performed with QuantiFast® SYBR® Green PCR Master Mix (Qiagen, Hilden, Germany). Reactions were incubated at 95 °C for 5 min, followed by 40 cycles of 95 °C for 10 s and 60 °C for 30 s. The expression levels of microRNAs were normalized to U6 and calculated using the 2^−ΔΔCT^ method. The microRNA-specific primer sequences were as follows: sense CCAGTGTTCAGACTACCTGTTC for rno-miR-199a-5p, sense CAAGGATGACACGCAAATTCG for U6.

### Extraction and culture of primary cardiac fibroblasts

The 3-day-old Wistar suckling rats were purchased from Beijing Vital River Laboratory Animal Technology Co. Ltd. All protocols and applications of animals in this study were approved by The Animal Care & Welfare Committee of Dongzhimen Hospital, Beijing University of Chinese Medicine (No: 21–06). The 3-day-old Wistar suckling rats were sacrifice by cervical dislocation and disinfected with alcohol three times. The skin on the chest was exposed, and cut perpendicular to the ribs along the left margin of the breastbone of the infant rats at 0.5 cm with sterile ophthalmic straight scissors. The heart was extruded by gently squeezing the incision, and the apex of heart was cut off with a sterile ophthalmic curved scissors and quickly placed in precooled PBS (SH30256.01, Hyclone, Logan, UT, USA). Using the Neonatal Heart Dissociation Kit (130-098-373; Miltenyi Biotechnology, Bergisch Gladbach, Germany), the myocardial tissue was digested under aseptic conditions. The digested tissue was seeded in culture flasks with DMEM (C11995500BT; Gibco, WA, Australia) containing 15% fetal bovine serum (FBS) (10099141; Gibco, Hackett Drive Crawley, WA, Australia), 1% penicillin, and streptomycin in an incubator at 37 °C and 5% CO_2_. After 90 min, the unattached cells were discarded, and the medium was replaced with 10% FBS-DMEM. The experiments used 3–5 generations of cardiac fibroblasts (CFs).

### Immunocytochemistry

CFs were inoculated on 24-well polylysine-coated sterile slides with 8 × 10^4^ CFs per well. After 24 h incubation at 37 °C and 5% CO_2_ incubator, CFs were sequentially fixed with 4% paraformaldehyde, permeated with 0.5% triton and inactivated endogenous peroxidase with 3% H_2_O_2_. CFs were incubated with anti-Vimentin (60330-1-Ig, proteintech) and anti-alpha-smooth muscle actin (α-SMA) (55135-1-AP, proteintech) antibodies overnight at 4 °C. After washing with PBS, the CFs were incubated with a secondary antibody. DAB chromogenic reagent was added in the dark environment, claybank was positive expression, and no chromogenic was negative expression. Hematoxylin restained the nucleus.

### MiRNA transfection

CFs were digested and inoculated into culture plates. After 24 h, DMEM without FBS, growth factor, penicillin, and streptomycin was replaced and transfected with miR-199a-5p mimics (GenePharma, Suzhou, China). The CFs were cultured in an incubator at 37 °C and 5% CO_2_ for 6 h and then the medium was replaced with 10% FBS-DMEM.

### Dual-luciferase reporter assay

293T cells were co-transfected with rno-miR-199a-5p mimic or miR-NC and pMIR-REPORT Luciferase-GSK3β 3′UTR (WT) or pMIR-REPORT luciferase-GSK3β3′UTR (MUT), respectively. A total of 48 h after transfection, Luciferase activity was detected by microplate reader.

### Western blot

CFs was homogenized with RIPA lysis buffer containing protease and phosphatase inhibitors. After SDS–PAGE, the proteins were transferred to polyvinylidene difluoride (PVDF) membranes. The membranes were blocked with 5% skim milk powder. The PVDF membranes were incubated with anti-GSK-3β (12456, CST) and anti-GAPDH (ab8245; Abcam, Cambridge, UK) antibodies overnight at 4 °C. After washing with Tris-buffered saline with 0.05% Tween-20 (TBST), the membranes were incubated with a secondary antibody. Membranes were placed in an enhanced chemiluminescence (ECL) mixture and then exposed, developed, and fixed in a dark room. Using GAPDH as the internal reference, the immunoreactive bands were analyzed using ImageJ analysis software.

### Statistical analysis

The data are presented as the mean ± standard deviation (SD). Statistical analysis was performed with SPSS 20.0 and GraphPad Prism 8. When the data were normally distributed, an unpaired t test was conducted for comparisons between two groups. The nonparametric Kruskal–Wallis test was used when the data did not obey a normal distribution. Statistical significance was defined when *P* < 0.05.

## Results

### Evidence of successful LAD ligation

HE staining showed that the structure of cardiomyocytes in the control group was complete, with uniform morphology, clear nuclei, a uniformly stained cytoplasm, and tightly arranged muscle bundles. However, in the model group, the myocardial tissue structure was destroyed, with a large area of cardiomyocyte fragmentation, nuclear pyrosis and deformation, disordered arrangement of muscle fibers, and widening of space (Fig. 2B). To investigate the collagen content, Masson trichrome staining was used. Compared with the control group, a large amount of collagen was interspersed between cardiomyocytes, and CVF was significantly increased in the model group (*P* < 0.0001, t = 28.21, df = 8, Figs. 2C and 2D). These results suggested that in rats with MI, a large number of necrotic cardiomyocytes were replaced by collagen, indicating that MF was formed.

### MiRNAs expression profile and bioinformatics analysis

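MiRNA profiles were measured on 6 single-colour Agilent Rat miRNA arrays, 3 with total RNA from rats of the model group and 3 with total RNA from sham-operated rats of the control group, all taken 4 weeks after surgery. On such an array, RNA labelled with the dye Cy3 binds to short probes, and the brightness of the spots gives the signal of each miRNA. All 6 arrays lay on 1 slide with 1 scan time, so no slide or scan batch separates the groups. The 3 control arrays and model array 1 were in row 1 of the slide, and model arrays 2 and 3 were in row 2. The authors deposited the output of the Feature Extraction software for each array, in which background is already subtracted and no scaling between arrays has been applied. Each file holds 758 miRNAs in 12128 spots, with 16 spots and 1 to 4 probes per miRNA. The software counts a probe as detected when its signal is over 3 times its error. On the control arrays 1, 2 and 3, 206, 218 and 209 miRNAs were detected, against 222, 221 and 222 on the model arrays (exact permutation test of the means, two-sided, p = 0.10, the smallest p that 3 arrays against 3 allow). No spot was saturated.

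In these files, the total signal of 47 to 51 detected miRNAs per array exceeded the sum of the miRNA's own detected probes. In 289 of 289 such cases the extra signal equalled the total of the detected miRNA before it in name order, within a relative tolerance of 0.0001. The total signal was therefore rebuilt as the sum of the signals of the detected probes, a choice made after the values were seen, and the totals as deposited were kept as an alternative. Each array was divided by the 75th percentile of the 198 miRNAs detected on all 6 arrays, signals under the lowest level detected on every array were raised to that level (-6.50 on the log2 scale), and log2 was taken. As in the paper, miRNAs detected on every array of at least 1 group were kept, which left 214. Groups were compared with limma and Benjamini-Hochberg adjustment. After this scaling, the median log2 fold change of the 198 miRNAs detected on all arrays was -0.15 rather than 0. When 40 of 214 miRNAs were changed 3-fold in simulated arrays of this comparison, limma recovered 92.9% of them. Of its calls, 27.2% were false with the scaling estimated from the arrays and 5.20% with the true scaling given, while 0.83% of the calls over 2-fold were false. The simulated changes went up or down at random, and the other miRNAs did not change. On the real arrays, only 11 of 49 calls were over 2-fold, and all 11 were higher. The simulated shares therefore need not hold for the real arrays.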

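Between the model group and the control group, 49 of the 214 miRNAs had an adjusted p under 0.05 in limma, 22 higher and 27 lower in the model group. Without adjustment, 30 miRNAs were higher and 51 lower at p under 0.05. A change of more than 2-fold together with an adjusted p under 0.05 was found for 11 miRNAs, all 11 higher in the model group. Without control array 1, the number with an adjusted p under 0.05 was 14, of which 2 were lower, and it was 26 without control array 2 and 27 without control array 3. Lower miRNAs with more than a 2-fold change numbered 0 in limma with this scaling and all 6 arrays, and also 0 at an unadjusted p under 0.05 and 0 by the methods' t-test. The number was 1, miR-208a-5p, with the 75th percentile of all miRNAs and without model array 3, and 4 with the row of the slide as a block, a setting chosen after the data were seen. The 11 miRNAs are all in Table 1, and the other 2 miRNAs of Table 1, miR-132-3p and miR-335, passed the adjusted p alone. All 13 miRNAs of Table 1 were higher in the model group with an adjusted p under 0.05, and 13 also when adjusted over the list alone, which is not independent evidence because the list was chosen on these arrays. For 4 of them, miR-132-3p, miR-222-3p, miR-31a-3p and miR-335, every control array was held at the floor (SD 0). The p values of these 4 therefore hold no spread between the control rats. The methods' t-test on the same values, at the fold change and unadjusted p of the study, gave 11 miRNAs, and 10 after Benjamini-Hochberg adjustment. Applied to the authors' normalized values at the threshold of the study, it gave 14 miRNAs, which were the 13 of Table 1 and let-7d-3p, lower in the model group. The setting that moved the count over 2-fold most was normexp background correction, with 3 miRNAs.

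The split into higher and lower calls moved with the scaling of the arrays. With the 75th percentile of all 758 miRNAs, 19 miRNAs were higher and 47 lower. Quantile normalization gave 22 and 18, and no scaling gave 19 and 0 in limma, with 4 lower at an unadjusted p under 0.05. The authors' normalized values gave 23 and 14. The totals as deposited gave 35 and 1, and centring each array on the median deviation, chosen after the data were seen, gave 30 and 16. Under each of these 6 settings the median log2 fold change of the miRNAs detected on all arrays differed, from -0.27 with the 75th percentile of all miRNAs to 0.15 with the totals as deposited.

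**Figure D1:**
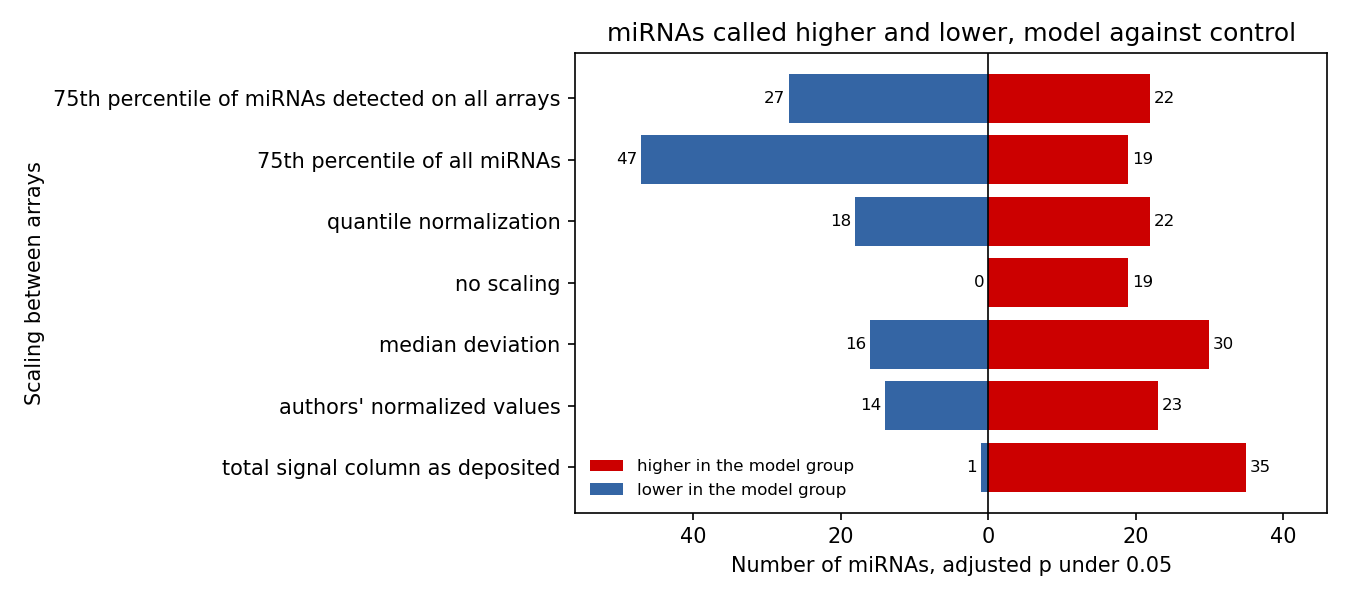
Number of miRNAs with an adjusted p under 0.05 (limma, Benjamini-Hochberg adjustment) that were higher (right, red) or lower (left, blue) in the model group, for each way of scaling the 6 arrays. The higher calls run from 19 to 35 and the lower calls from 0 to 47.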

As shown in Figs. 3A and 3B and Table 1, thirteen differentially expressed miRNAs were screened using the Agilent Rat miRNA gene chip (*FC* > 2, *P* < 0.05), and their expression levels in the model group were higher than those in the control group. 

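In average-linkage clustering of the 214 filtered miRNAs by Euclidean distance between arrays, a division into 2 clusters put the 3 model arrays in one and the 3 control arrays in the other. The distance between arrays of the same group ran from 5.00 to 6.45 log2 units, and between arrays of different groups from 8.09 to 11.3. Clustering of the 13 miRNAs of Table 1, which were selected for their difference between these groups, gave the same 2 clusters. Both results held with complete linkage, with correlation distance, with the 198 miRNAs detected on all arrays or the 9 of Table 1 among them, with quantile normalization, with the lower floor and with the authors' normalized values. With the totals as deposited, the filtered miRNAs no longer separated the groups, while those of Table 1 did. Separation of the groups is 1 of 10 possible divisions of 6 arrays into 3 and 3, so it cannot reach a p under 0.10. From the separate clusters of the samples, the paper concludes that the miRNA levels of the groups differ prominently.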

In the longitudinal sample clustering tree, the model group was clustered into one cluster, while the control group was clustered into another cluster, indicating that the expression levels of miRNAs between the two groups had prominent differences. In the horizontal sample clustering tree, miRNAs with similar biological functions were clustered. Red indicates that the expression of miRNA was upregulated, and blue indicates that the expression of miRNA was downregulated; the brighter the color, the greater the difference.

**Figure 3:**
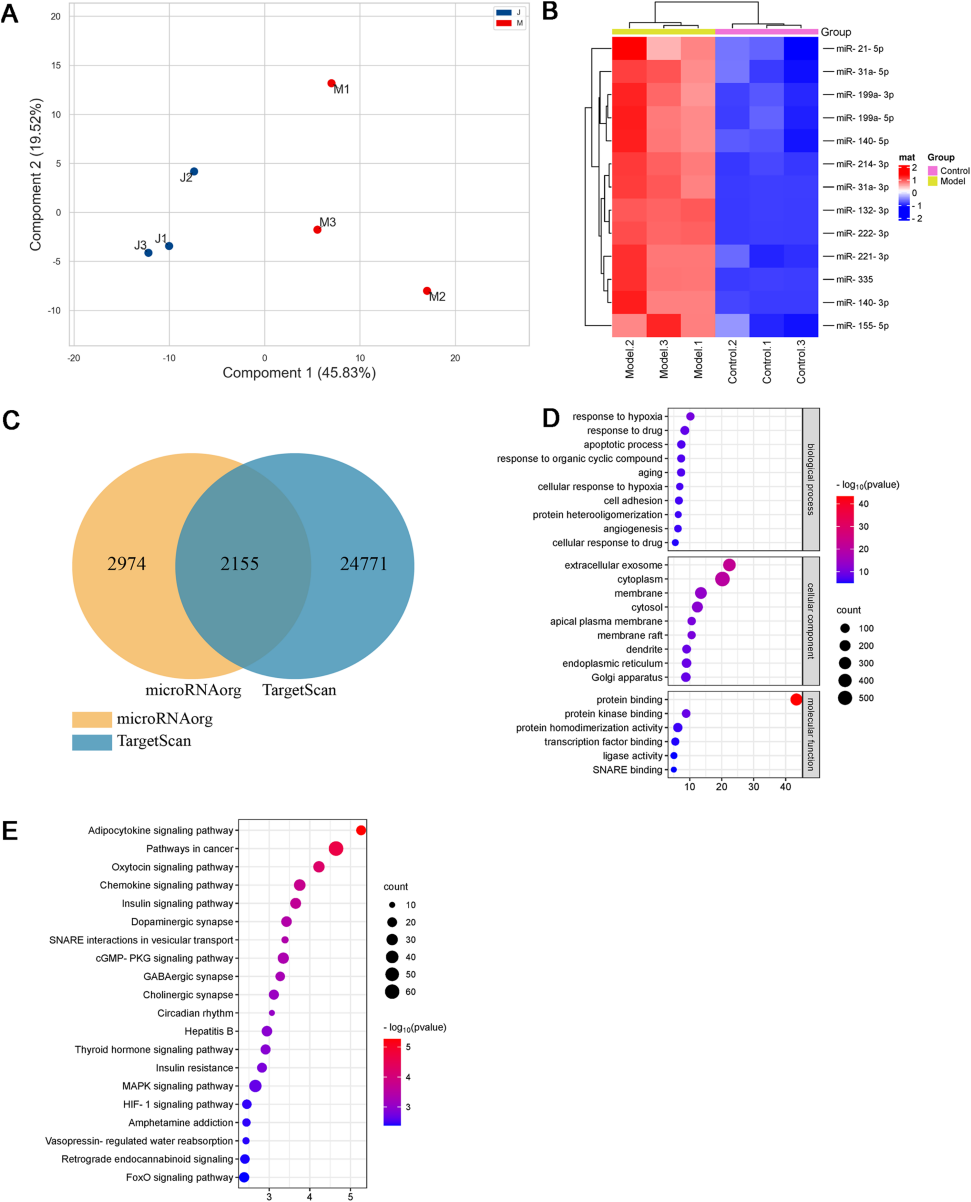
Differential miRNAs and bioinformatics analysis. (A) PCA plot of control (J) and model (M) rats. (B) Heatmap of differentially expressed miRNAs in the myocardial tissue of the infarct marginal zone. The color scale indicates the change in gene expression from relatively low (blue) to relatively high (red). (C) The intersection diagram of target genes of differentially expressed miRNAs. (D) GO analysis of target genes of differentially expressed miRNAs. The vertical axis represents GO function items. (E) KEGG signaling pathway analysis of target genes of differentially expressed miRNAs. The vertical axis represents the KEGG signaling pathway, and the horizontal axis represents the Gene Ratio, that is, the ratio of the number of genes in a KEGG pathway to the number of all the annotated genes in the KEGG pathway. The larger the proportion of genes, the higher the degree of enrichment.

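For the principal components, the 214 filtered miRNAs were centred and not scaled to unit variance. Component 1 held 64.4% of the variance and component 2 held 13.7%. On component 1, the control arrays lay between -4.78 and -3.44 and the model arrays between 2.98 and 5.78, so the groups did not overlap. Among the model arrays, array 2 lay farthest from the control group and array 3 nearest to it, at 5.78 and 2.98. Component 2 set model array 1, at -3.69, apart from model arrays 2 and 3, at 1.88 and 1.52. With each array left out in turn, the share of component 1 stayed between 60.9% and 70.8%. Scaling each miRNA to unit variance lowered it to 50.4%. The lowest share of all settings was 39.6%, with the authors' normalized values of all 758 miRNAs, a setting chosen after the data were seen. The 3 arrays per group limit the precision of these shares.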

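In the signals behind the heatmap, with miRNAs that were not detected held at the floor, each of the 3 model arrays lay above each of the 3 control arrays for 13 of the 13 miRNAs. For the 4 miRNAs at the floor on every control array, this order was nearly given in advance. Summed over all probes, detected or not, miR-335 was 3.78 on control array 1, against 3.52, 4.06 and 3.08 on the model arrays. Of all 214 filtered miRNAs, 101 had groups that did not overlap, or 47.2%, where chance gives 10% for 3 arrays against 3. The replicates of a group were least alike for miR-31a-5p and miR-31a-3p. For miR-31a-5p the standard deviation (n = 3) was 0.65 log2 units in the control group and 0.51 in the model group, and for miR-31a-3p it was 0.74 in the model group. Model array 1 alone, which shared its row of the slide with the control arrays, was above all 3 control arrays for 13 of the 13 miRNAs. These were chosen on these arrays, and 4 of them were at the floor on every control array.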

**Table 1:** Differentially expressed miRNAs between model group and control group.

miRNAs	*FC*	*P* value	Regulation (Model *vs* Control)
rno-miR-132-3p	35.291122	0.000000105	Up
rno-miR-140-3p	2.527923	0.00046195	Up
rno-miR-140-5p	2.5984645	0.000968062	Up
rno-miR-155-5p	2.156454	0.002853242	Up
rno-miR-199a-3p	2.9326804	0.000630609	Up
rno-miR-199a-5p	4.010446	0.000921005	Up
rno-miR-21-5p	2.046981	0.006777289	Up
rno-miR-214-3p	3.2471766	0.000057200	Up
rno-miR-221-3p	2.234359	0.00043476	Up
rno-miR-222-3p	112.03117	0.000001474	Up
rno-miR-31a-3p	77.02281	0.000066152	Up
rno-miR-31a-5p	10.639086	0.000772346	Up
rno-miR-335	22.00288	0.000119804	Up

**Note:**

*FC* > 2, *P* < 0.05.

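Of the 13 miRNAs, 9 were detected on all 6 arrays and 4 were not detected on any control array. Among the 9, miR-31a-5p changed most, with a log2 fold change of 3.57 (standard error 0.40, adjusted p = 0.00348, limma with Benjamini-Hochberg adjustment). Its signal was 5.77, 12.8 and 4.04 on the control arrays and 71.4, 138 and 84.5 on the model arrays. The log2 fold changes of miR-140-3p and miR-140-5p, the arms of 1 precursor, were 1.35 (standard error 0.11) and 1.37 (standard error 0.15). That of miR-21-5p was 1.10 (standard error 0.17, adjusted p = 0.0104 in limma), that of miR-221-3p was 1.07 (standard error 0.12, adjusted p = 0.00355) and that of miR-155-5p was 1.07 (standard error 0.17, adjusted p = 0.0127). These 3 stand close to the 2-fold threshold of the study, with folds of 2.15, 2.10 and 2.10. With the totals as deposited, which for miR-155-5p hold another miRNA's signal on 5 arrays, its log2 fold change was -1.92 (adjusted p = 0.307). Without control array 1, the adjusted p of miR-155-5p was 0.0530.

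For the 4 miRNAs not detected on any control array, only a lower bound can be given. It sets the mean log2 signal of the model arrays against the mean, per control array, of the higher of the lowest detected signal and the miRNA's own summed probe signals. By this bound, miR-31a-3p was at least 4.45-fold higher in the model group (adjusted p = 0.0170, limma), miR-222-3p at least 2.82-fold (adjusted p = 5.5e-04), miR-132-3p at least 1.80-fold (adjusted p = 0.00243) and miR-335 at least 1.02-fold (adjusted p = 0.0170). These adjusted p belong to the fold changes of the fit, in which every control array was held at the floor, at 3.96, 5.61, 1.88 and 1.50 in the same order. As the control values were all equal, these adjusted p hold no spread between the control rats. The fold change of miR-31a-3p in the fit is under its bound because the floor, the highest of the lowest detected levels of the 6 arrays, is not the detection level of each single array. The detected probes of miR-335 summed to 2.99, 3.64 and 2.71 on the model arrays. Over all of its probes, detected or not, the sums were 3.52, 4.06 and 3.08 on the model arrays and 3.78, 1.89 and 2.38 on the control arrays. The totals as deposited for miR-335, with a preceding miRNA's signal on 3 arrays, gave a log2 fold change of 3.08 (adjusted p = 5.3e-05 in limma), and those for miR-31a-3p, affected on 1 array, gave 1.77. Averaging the probes' processed signals left miR-335 at -0.0082 (adjusted p = 0.938 in limma), and with normexp background correction the log2 fold changes of miR-132-3p and miR-335 were -0.041 and -0.11. Averaging gave miR-222-3p 1.65-fold, miR-31a-3p 1.41-fold and miR-132-3p 1.08-fold (adjusted p = 0.00358, 0.0593 and 0.289 in limma). Normexp correction left miR-222-3p and miR-31a-3p at log2 fold changes of 0.036 and 0.079 (adjusted p = 0.728 and 0.454 in limma). These values lie under the bounds, which thus hold for the summed signals alone. Over the alternatives, the adjusted p of miR-335 ran from 5.3e-05 to 0.938. Without control array 2, and likewise without control array 3, miR-31a-3p and miR-335 no longer had an adjusted p under 0.05.

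**Figure D2:**
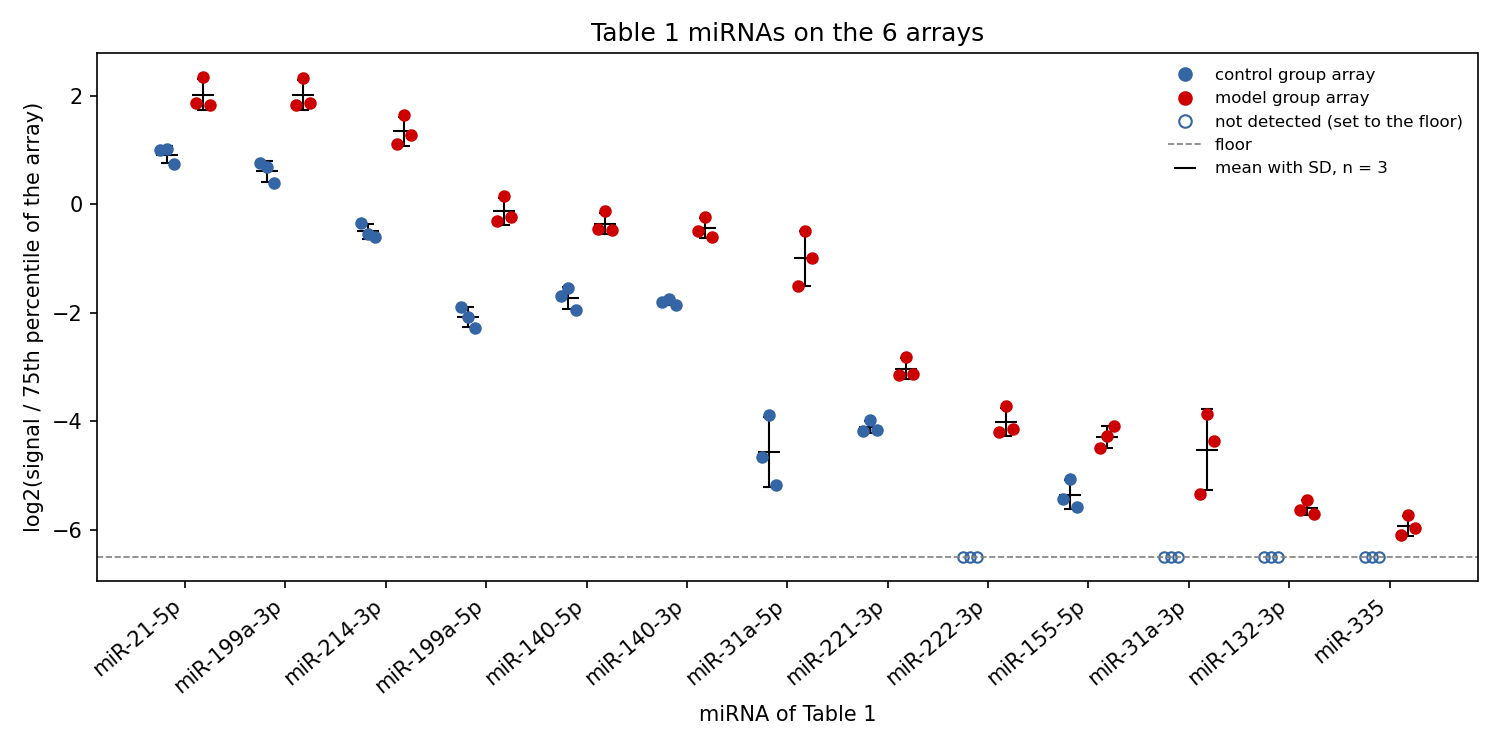
Signal of the 13 miRNAs of Table 1 on each of the 3 control arrays (blue) and 3 model arrays (red), as log2 of the signal over the 75th percentile of the array. Open circles are arrays on which the miRNA was not detected, drawn at the floor of -6.50 (dashed line), and black bars give the mean and SD of groups in which all 3 arrays detected it. The 4 miRNAs at the floor in the control group are miR-222-3p, miR-31a-3p, miR-132-3p and miR-335.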

MiRNAs, small single-stranded noncoding RNAs (ncRNAs), can regulate the expression of target genes. In this study, two databases, microRNAorg and TargetScan, were used to predict target genes of the thirteen differentially expressed miRNAs, and 2155 common target genes were obtained (Fig. 3C). Through GO analysis of common target genes, the function of differential miRNAs could be described. As shown in Fig. 3D, GO included three parts: cellular component, molecular function, and biological process. Enrichment statistics were performed on the target genes in each GO entry (*P* < 0.01). KEGG enrichment analysis of common target genes was performed to predict the signaling pathways that differentially expressed miRNAs might target. As shown in Fig. 3E, 63 signaling pathways targeted by differentially expressed miRNAs were obtained, including the adipocytokine signaling pathway, chemokine signaling pathway, insulin signaling pathway, insulin resistance, MAPK signaling pathway, HIF-1 signaling pathway, TNF signaling pathway, and PPAR signaling pathway (*P* < 0.05).

### MiRNA expression

Based on the miRNA expression profile, we selected miR-199a-5p that showed significantly upregulated expression for qRT-PCR validation in the myocardial tissue with MF post MI. 

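On the arrays, the signal of miR-199a-5p was 39.0, 45.0 and 30.2 in the control group and 164, 216 and 144 in the model group. After scaling, its log2 signal was -2.08 ± 0.19 (SD, n = 3) in the control group and -0.13 ± 0.25 (SD, n = 3) in the model group, and every model array was above every control array (exact permutation test, two-sided, p = 0.10, the smallest p that 3 arrays against 3 allow). The log2 fold change was 1.95 (standard error 0.16, adjusted p = 0.00147, limma with Benjamini-Hochberg adjustment), a fold change of 3.87. Relative to the median of the miRNAs detected on all arrays, it was 2.10. With each array left out in turn, the log2 fold change stayed between 1.80 and 2.02. The lowest value among the alternatives was 0.91, with normexp background correction, which adds an offset of 50 to every spot, and the highest was 2.29, with the totals as deposited. The adjusted p was under 0.05 in all 22 alternatives that were run. The other arm of the same precursor, miR-199a-3p, had a log2 fold change of 1.40 (standard error 0.17, adjusted p = 0.00455), and miR-214-3p had 1.84 (standard error 0.16, adjusted p = 0.00147). In the RefSeq gene table of the rat assembly GRCr8, used here for gene order alone, Mir199a2 and Mir214 neighbour each other with 0 genes between them. The files name no genome build, so no positions are given.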

As shown in Fig. 4A, the expression of miR-199a-5p in the model group was increased, which was consistent with the results of the gene chip (*P* = 0.01, t = 5.033, df = 4).

**Figure 4:**
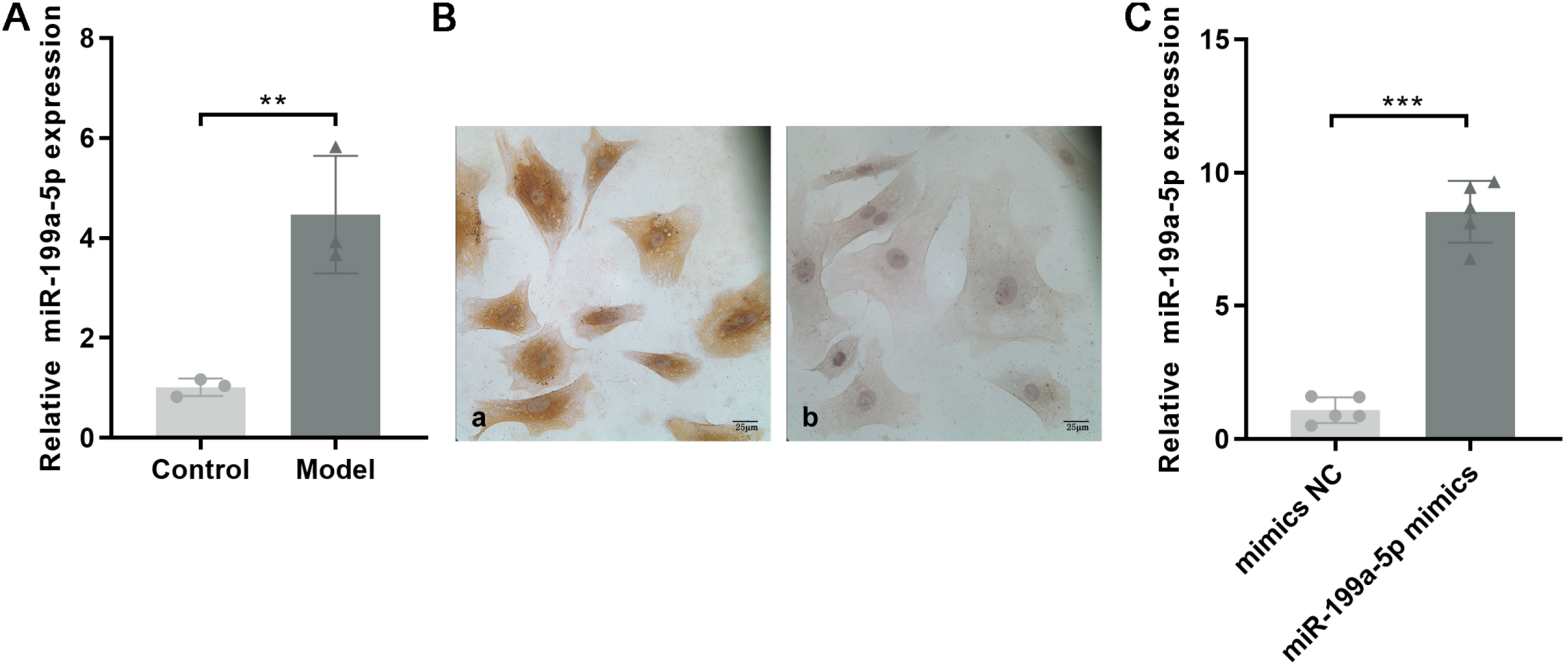
Expression of miR-199a-5p. (A) Relative expression of miR-199a-5p in control and model rats. *n* = 3, **P = 0.01, t = 5.033, df = 4 compared with the control group. (B) CFs were identified by immunohistochemical staining. (a) Anti-vimentin antibody staining; (b) anti-α-SMA antibody staining. Scale bar: 25 μm. (C) The expression of miR-199a-5p in CFs transfected with miR-199a-5p mimics. *n* = 5, ***P < 0.0001, t = 13.22, df = 8 compared with the mimics NC group.

CFs were extracted and identified by immunocytochemistry. Vimentin is commonly used to characterize the cells of fibroblast origin, while α-SMA is used to recognize myofibroblasts (Tarbit et al., 2019). Immunohistochemical staining showed that Vimentin, located in the cell cytoplasm, was positively expressed in CFs, and α-SMA was negatively expressed (Fig. 4B).

To further confirm the role of miR-199a-5p in MF, miR-199a-5p mimics were transfected into CFs. After transfection, the expression level of miR-199a-5p was increased in the miR-199a-5p mimics group, indicating that the transfections were successful (*P* < 0.0001, t = 13.22, df = 8, Fig. 4C). These results suggested that miR-199a-5p was activated and played a crucial role in the progression of MF.

### Bioinformatics analysis of miR-199a-5p

Studies have shown that the miR-199a family is closely related to CVD, suggesting that miR-199a-5p may play an important role in MF after MI. To further evaluate the biological function of miR-199a-5p, target genes prediction were performed using the microRNAorg and TargetScan databases, and 234 identical target genes were obtained (Fig. 5A). As shown in Fig. 5B, GO analysis included three parts: cellular component, molecular function, and biological process. Enrichment statistics were performed on the target genes in each GO entry (*P* < 0.01). KEGG analysis of miR-199a-5p target genes showed that a total of 7 signaling pathways (*FC* > 2, *P* < 0.05, Fig. 5C) were screened, such as GABAergic synapse, insulin signaling pathway, Lysosome, HIF-1 signaling pathway, retrograde endocannabinoid signaling, glycine, serine and threonine metabolism, nicotine addiction.

**Figure 5:**
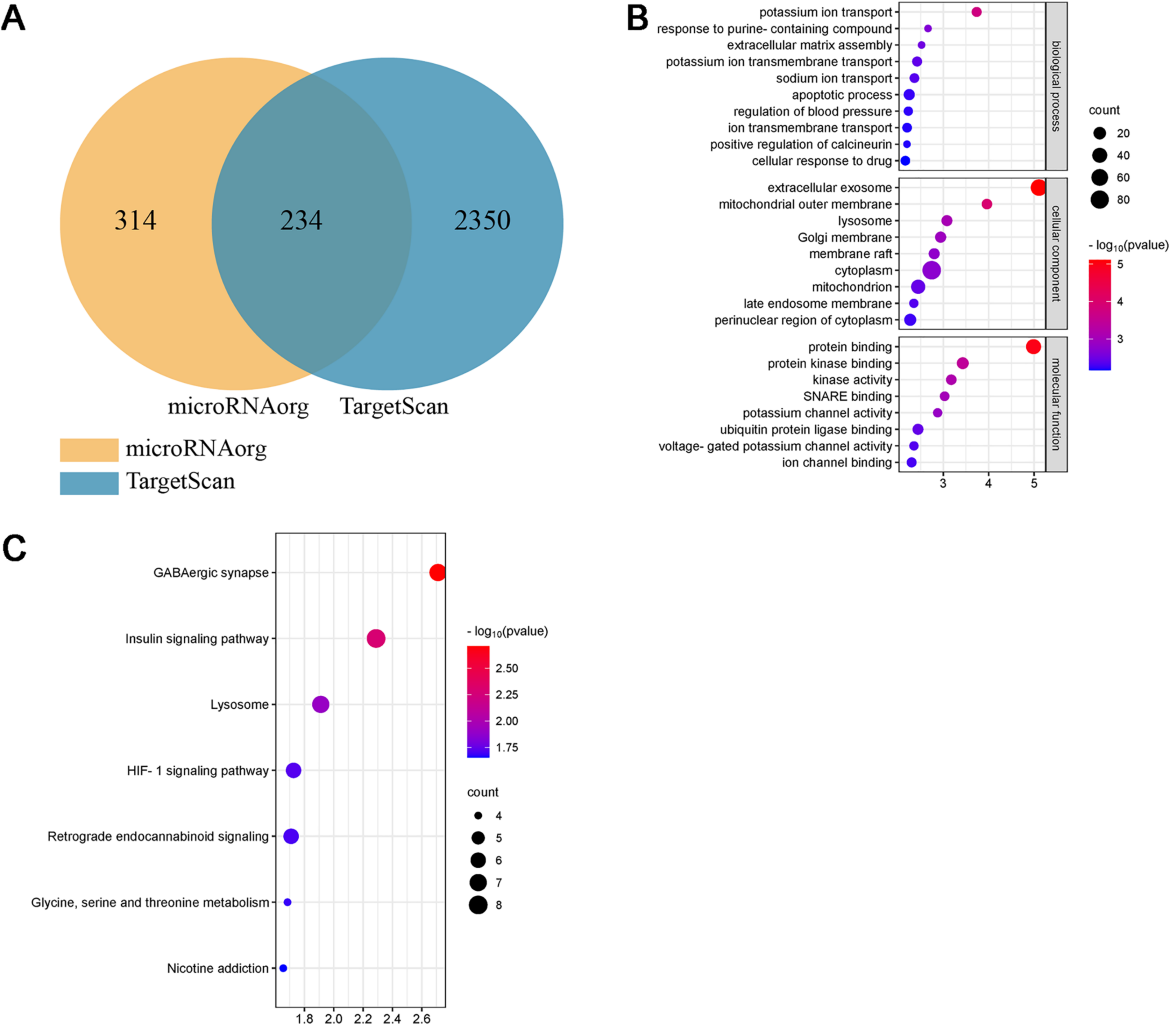
Bioinformatics analysis of miR-199a-5p. (A) The intersection diagram of target genes of miR-199a-5p. (B) GO analysis of target genes of miR-199a-5p. The vertical axis represents GO function items, and the horizontal axis represents the three parts of GO: biological process, cellular component, and molecular function. (C) KEGG signaling pathway analysis of target genes of miR-199a-5p. The vertical axis represents the KEGG signaling pathway, and the horizontal axis represents the Gene Ratio, that is, the ratio of the number of genes in a KEGG pathway to the number of all the annotated genes in the KEGG pathway. The larger the proportion of genes, the higher the degree of enrichment.

Interestingly, we found that insulin signaling pathway was prominent not only in the KEGG enrichment analysis of 13 miRNAs target genes, but also in the KEGG enrichment analysis of miR-199a-5p target genes. Therefore, insulin signaling pathway became the object of our study.

### Target gene of miR-199a-5p

Above results indicated that miR-199a-5p could regulate multiple functions and signaling pathways through multiple target genes and suggested that miR-199a-5p might be involved in the process of MF after MI through the insulin signaling pathway. Although there are many target genes of miR-199a-5p, KEGG analysis showed that only eight target genes of miR-199a-5p were clustered in the insulin signaling pathway, including Ppp1cb, Gsk3β, Slc2a4, Prkag2, Rps6kb1, Rhoq, Crkl, and Eif4e. We performed PPI analysis on these target genes, the results showed that GSK-3β interacted with multiple proteins, such as Slc2a4, Rps6kb1, and Eif4e, which was of great significance in the insulin signaling pathway (Table 2, Fig. 6A). As shown in Fig. 6B, the binding site between rno-miR-199a-5p and GSK-3β was predicted by bioinformatics website (http://www.mirdb.org). By Dual-luciferase reporter assay, we indicated that overexpression of rno-miR-199a-5p inhibited the luciferase activity of wild-type GSK-3β 3′-UTR, but it also suppress luciferase activity of mutated one (*P* = 0.0001, t = 15.01, df = 4 or *P* = 0.0013, t = 8.03, df = 4, Fig. 6C). The result indicated that rno-miR-199a-5p could inhibit the expression of GSK-3β, but not by the predicted binding site. Rno-miR-199a-5p also regulated the luciferase expression of mutated GSK-3β 3′-UTR, it may be because in addition to the mutated binding sites, there may be other atypical binding sites or the overall downregulation of target gene expression may be caused by the indirect effect of overexpression of rno-miR-199a-5p. Furthermore, the protein expression of GSK-3β was decreased in CFs transfected with miR-199a-5p mimics (*P* < 0.0001, t = 28.72, df = 4, Figs. 6D and 6E).

**Table 2:** The KEGG enrichment analysis of miR-199a-5p target genes.

ID	Description	*P* value	Genes
rno04727	GABAergic synapse	0.0019461	Cacna1b, Slc6a1, Gabrb2, Gng5, Nsf, Gabrb3, Adcy3
rno04910	Insulin signaling pathway	0.0051442	Prkag2, Eif4e, Rhoq, Rps6kb1, Gsk3b, Ppp1cb, Crkl, Slc2a4
rno04142	Lysosome	0.0122634	Cd164, Atp6ap1, Manba, Atp6v0c, Lgmn, Dnase2b, Gm2a
rno04066	HIF-1 signaling pathway	0.0188008	Eif4e, Hif1a, Rps6kb1, Pdha1, Cdkn1b, Epo
rno04723	Retrograde endocannabinoid signaling	0.0195286	Cacna1b, Gabrb2, Gng5, Slc17a6, Gabrb3, Adcy3
rno00260	Glycine, serine and threonine metabolism	0.020662	Srr, Pipox, Agxt2, Dmgdh
rno05033	Nicotine addiction	0.0220968	Cacna1b, Gabrb2, Slc17a6, Gabrb3

**Figure 6:**
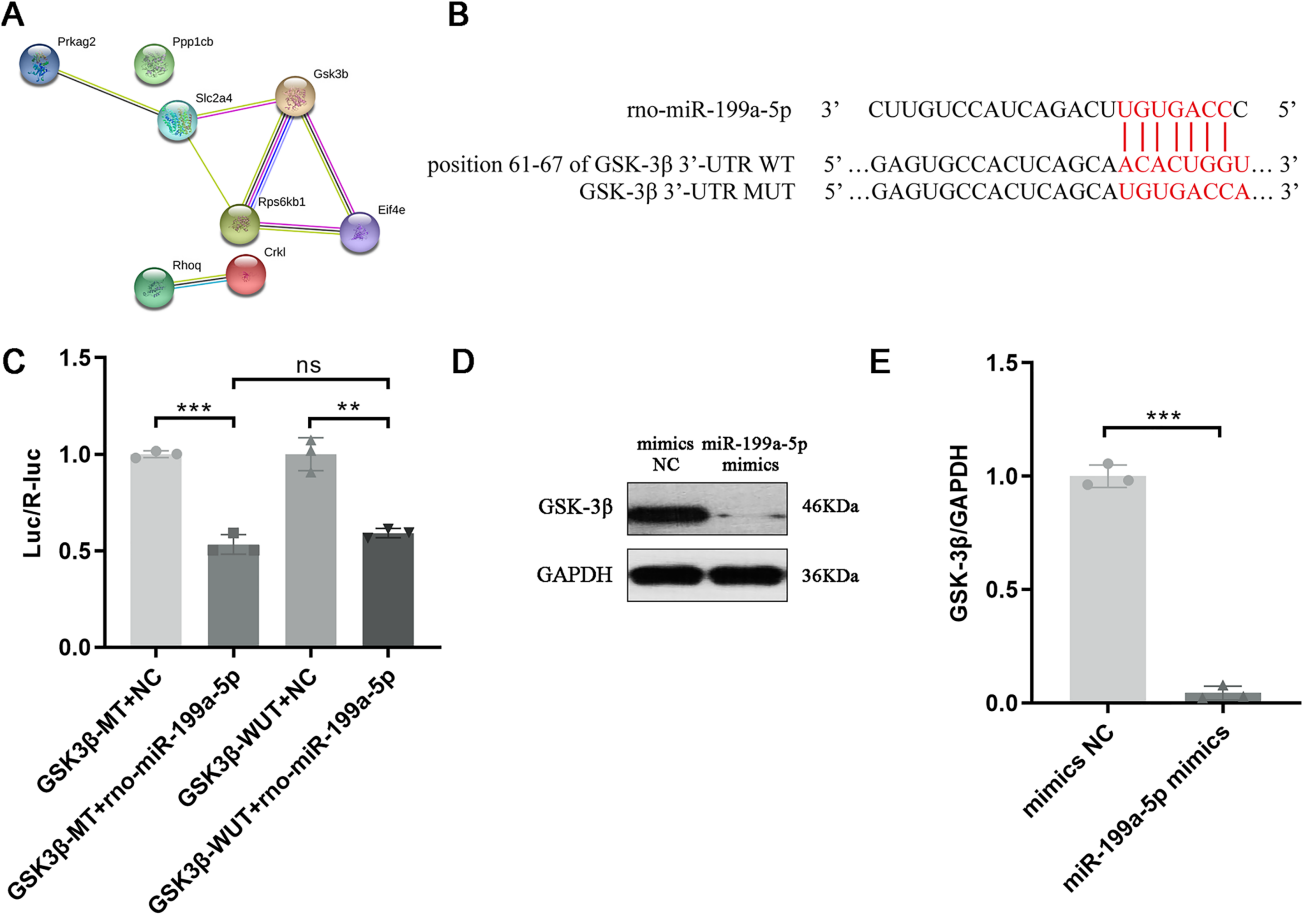
Target gene of miR-199a-5p. (A) The PPI network of proteins in the insulin signaling pathway. (B) The binding site between rno-miR-199a-5p and GSK-3β. (C) Dual-luciferase reporter assay, ***P = 0.0001, t = 15.01, df = 4 compared with the GSK3β-WT+NC group or **P = 0.0013, t = 8.03, df = 4 compared with the GSK3β-MUT+NC group. (D, E) The protein expression of GSK-3β in CFs transfected with miR-199a-5p mimics. *n* = 3, ***P < 0.0001, t = 28.72, df = 4 compared with the mimics NC group.

## Discussion

A report from the American Heart Association updated in 2022 showed that in 2019, 27% of the world’s deaths were due to CVD, making it the leading cause of death globally, furthermore, in 2020, 19.05 million deaths were estimated for CVD globally, an increase of 18.71% compared to 2010 (Tsao et al., 2022). In CVD, MI is a leading cause of morbidity and mortality, and MF seriously affects the prognosis of patients. In this study, a model of AMI was established by ligating the left anterior descending coronary artery of rats and observing them for 4 weeks. The histopathological staining results showed that a large number of necrotic cardiomyocytes were replaced by collagen, leading to fibrosis formation in the model group.

To find the potential miRNAs involved in MF after MI, the Agilent Rat miRNA gene chip was used to screen the differentially expressed miRNAs between the two groups. Results showed that miR-199a-5p was up-regulated in the model group, which was verified by qRT-PCR. A prior study indicated that members of the miR-199a family, namely, miR-199a-3p and miR-199a-5p, are potential regulators of cardiac homeostasis (Joris et al., 2018). The expression of miR-199a-5p was markedly increased in cardiac hypertrophy in response to different stimuli *in vivo* and *in vitro* (Zhang et al., 2016). Therefore, it is worth considering that miR-199a-5p may have an important effect on the occurrence and development of MF. Studies have indicated that miRNAs regulate multiple biological processes by directly binding to target genes (Bartel, 2004). Furthermore, each miRNA can regulate the expression of multiple mRNAs (Peter, 2010). Target genes prediction of miR-199a-5p were performed using the microRNAorg and TargetScan databases, and 234 identical target genes were obtained. Furthermore, dual-luciferase reporter assay indicated that miR-199a-5p could negatively regulate the expression of GSK-3β. Glycogen synthase kinase-3 (GSK-3) is a multifunctional serine/threonine-protein kinase composed of two subtypes (α and β) that are encoded by different genes and ubiquitously expressed. Numerous studies have demonstrated that GSK-3β, but not GSK-3α, has cardioprotective effects (Mokhtari et al., 2015; Zuo et al., 2016). GSK-3β is activated in resting cells. Studies have confirmed that overexpression of GSK-3β has a crucial effect on myocardial hypertrophy, including the suppression of protein synthesis and the expression of hypertrophic genes, while inhibition of GSK-3β can lead to aggravation of myocardial hypertrophy (Takahashi-Yanaga, 2018).

MiRNAs have been reported to regulate CVD through various mechanisms, such as the TGF-β signaling pathway (Zhao et al., 2018) and the PI3K/Akt signaling pathway. In this study, KEGG enrichment analysis showed that the target genes of miR-199a-5p were enriched in the insulin signaling pathway. The insulin signaling pathway is a common signaling pathway to regulate myocardial energy metabolism. The binding of insulin to the corresponding receptor can phosphorylate insulin substrate, thus activating PI3K/Akt signaling pathway (Ye et al., 2022). The phosphorylation of Akt leads to the phosphorylation of many downstream targets, such as GSK-3β, mediating the cell growth and proliferation and glucose metabolism regulation (Plotnikov et al., 2011). There are severe systemic and myocardial glucose metabolism disorders in T2DM patients complicated with heart failure, resulting in significant abnormalities of myocardial energy metabolism and dysfunction of myocardial contraction. The insulin signaling pathway can improve abnormal energy metabolism in the whole body and myocardium, in which the core is the activation of Akt (Ye et al., 2022). However, over-expression of Akt can cause pathological myocardial hypertrophy (Dorn & Force, 2005). As a potential risk factor, excessive activation of insulin signaling pathway may worsen MF.

In summary, a novel miRNA, miR-199a-5p, was confirmed to be involved in the pathological process of MF post MI. However, the present study has several limitations. First of all, in this experiment, SD rats were used for surgery procedures, and Wistar suckling rats were used for fibroblast isolation. The design of this study was not rigorous enough because the same strain was not selected for the experiment. Currently, Wistar rats and SD rats are commonly used closed group rats. Although SD rats are bred from Wistar rats, they are not identical, which will be noted in future experiments. But it is worth mentioning that both of them can be used to prepare MF models. Secondly, there was left unblinded due to the nature of the analysis being carried out. Finally, due to the small amount of myocardial tissue in the control group and model group in this experiment, it was not enough for Western blot test to detect the expression of GSK-3β protein. In the future, we will build more animal models and reserve enough myocardial tissue for Western blot detection to show the expression of GSK-3β protein. Furthermore, multiple miRNAs and a complex network of signaling pathways are involved in the occurrence and development of MF. The pathogenesis is complex, and more elaborate mechanisms need to be elucidated in future studies.

## Conclusions

In conclusion, our study identified miR-199a-5p could promote the progression of myocardial fibrosis after myocardial infarction by targeting GSK-3β, which plays an important role in the insulin signaling pathway, which provides novel targets for diagnosis and treatment of MF.

## Supplemental Information

10.7717/peerj.14851/supp-1 Supplemental Information 1 Raw data. Click here for additional data file.

10.7717/peerj.14851/supp-2 Supplemental Information 2 Full Author Checklist. Click here for additional data file.

10.7717/peerj.14851/supp-3 Supplemental Information 3 Gels and films in Figure 6D. Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

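Total RNA of the myocardium of 3 model rats and 3 sham-operated control rats, taken 4 weeks after surgery, was measured on 6 single-colour Agilent Rat miRNA arrays, 1 rat per array. Samples were grouped by the sample labels and the paper's methods, which both give 3 arrays per group. The replicate numbers are those of the labels.

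The authors deposited the spot-level output of Agilent Feature Extraction 10.7.1.1, in which intensity values are background-subtracted and not scaled between arrays. Each file holds 758 miRNAs, 1806 probes and 12128 spots of miRNA probes, with a median of 2 probes per miRNA. The software sums the detected probes of a miRNA into its total signal and sets the total of a miRNA that is not detected to 0.1. The lowest total of a detected miRNA was between 1.16 and 1.60 on the 6 arrays, and 27.2% to 29.3% of the miRNAs were detected, so that the 3 arrays per group and the detection limit set the precision. The authors also deposited normalized log2 values of the same arrays. The paper's text calls them standardized and names no method. Over the detected miRNAs, these log2 values had correlations across miRNAs of 0.992 to 0.999 with log2 of the sum of the detected probes and of 0.662 to 0.774 with the totals as deposited. The medians of the columns over all miRNAs were -3.22, -3.30 and -3.25 for the control arrays and -3.31, -3.31 and -3.31 for the model arrays, and over detected miRNAs 4.69, 4.51, 4.65, 4.44, 4.46 and 4.44 in the same order. Slopes of 0.979 to 1.05 against the scanner log2 values show a log2 scale that rises with signal. The method that made the columns stays unknown.

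The comparison, the alternatives, the lists and the rule for naming miRNAs were fixed before the data were examined, except where stated. The comparison was fixed as limma on log2 of the total signal column. That column turned out to hold, for 289 detected miRNA totals over the 6 arrays, the total of the preceding detected miRNA in name order added to the miRNA's own. This departs from what the plan assumed. The total was therefore rebuilt from the probe signals, as the sum over probes whose signal is over 3 times their error. The rebuilt value equals the column wherever all probes of a miRNA were detected, within a relative tolerance of 0.0001, and the column as deposited was run as an alternative. This choice, the combination of the authors' values with the t-test, the row of the slide as a block, the centring on the median deviation and the components of the authors' values under another scaling or filter were added after the values were seen.

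Each array was divided by the 75th percentile of the 198 miRNAs detected on all 6 arrays. Scaled signals were floored at the highest, over arrays, of the lowest scaled signal of a detected miRNA, and log2 was taken. Values at the floor have no order. MiRNAs detected on every array of at least 1 group were kept, as in the paper. The 214 miRNAs left were compared with limma 3.58.1 in R 4.3.3 (lmFit, eBayes) without covariates and with Benjamini-Hochberg adjustment at 0.05, and with a fold change over 2 where the study's threshold was applied. The paper's t-test, unpaired with equal variances, was run on the same values. For single values, exact permutation tests of 3 arrays against 3 were used, which cannot give a p under 0.10. Other steps used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

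The miRNAs named are the 13 of Table 1. Outside Table 1, up to 5 higher and up to 5 lower miRNAs with the largest log2 fold change were named, among those with an adjusted p under 0.05 and all model arrays on one side of all control arrays. Members of the lists are named where a list is reported. The lists hold miRNAs of cardiomyocytes, fibroblasts or matrix, leukocytes, endothelium and red blood cells, the miR-29 family, and miRNAs from the precursors or clusters of Table 1 miRNAs. The miRNAs let-7d-3p, miR-3584-3p, miR-425-3p, miR-668 and miR-5132-3p were named after their values were seen.

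The alternatives were the processed signal averaged over probes, normexp background correction with an offset of 50, quantile normalization, the 75th percentile of all miRNAs, no scaling, a low floor of 1, no detection filter, detection on all 6 arrays, the methods' t-test, limma with an intensity trend, a replicate block, the authors' normalized values, and leaving out each array in turn. A block for slide or scan date was planned and not run, because all 6 arrays share 1 slide and 1 scan time. The fit was tested on simulated data in 20 rounds, with 40 of 214 miRNAs changed 3-fold, up or down at random. It recovered 92.9% of them, and 88.1% with the t-test. With centring on the median deviation, 5.85% of its calls were false. With the 75th percentile scaling 27.2% were, most of them in 2 of the 20 rounds.

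The staining, qRT-PCR, cell culture, luciferase and Western blot experiments and the target prediction have no array files and were not analysed here.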

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

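The test of let-7d-3p and the tests with median centring were chosen only after the results were seen.

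The paper's Table 1 lists higher miRNAs only. Outside Table 1, 9 miRNAs were higher and 27 lower in the model group with an adjusted p under 0.05 in limma, all with changes under 2-fold. They stand out because the paper does not discuss them. The named higher ones were miR-511-3p, with a log2 fold change of 0.83, miR-146b-5p with 0.75, miR-152-3p with 0.73, miR-497-5p with 0.67 and miR-125b-5p with 0.55. The named lower ones were miR-208a-5p with -0.91, miR-1b with -0.78, miR-1-3p with -0.76, miR-6216 with -0.75 and miR-133b-3p with -0.72. For each of the 10, all 3 model arrays were on one side of all 3 control arrays. Of the 10, only miR-6216 kept an adjusted p under 0.05 with each array left out in turn (highest 0.0186). Without control arrays 1, 2 and 3 in turn, 9, 7 and 9 of the 10 lost it, and without model arrays 1, 2 and 3 in turn, 5, 5 and 2 did.

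A technical explanation for the lower calls is a shift of the array scaling between the groups, since the median log2 fold change of the miRNAs detected on all arrays was -0.15. When each array was centred on the median deviation, which brought that median to -0.023, 16 of the 27 lower calls kept an adjusted p under 0.05 and 11 lost it. For the 11, the shift may account for the call. The 16 argue against it as the whole cause. Without any scaling 0 of the 27 were called in limma, where 4 miRNAs in all were lower at an unadjusted p under 0.05, although all 27 log2 fold changes stayed below 0. With quantile normalization, which gives miR-1-3p and miR-133b-3p a log2 fold change of 0, 13 of the 27 were called. Without control array 1, 2 miRNAs were called lower. Model arrays 2 and 3 also lay in the other row of the slide, so the row is partly mixed with the groups. The row as a block leaves only model array 1 against the control arrays, which cannot decide its part. Whether the differences that remain come from the infarct itself, the makeup of the tissue or the row of the slide was not settled by these tests.

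Only 1 of the 10 possible divisions of the 6 arrays into 3 and 3, the real one, gave as many as 49 miRNAs. The other divisions gave at most 1. With 10 divisions the share cannot fall under 0.10, so chance cannot be excluded by this count.

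In the authors' normalized values, let-7d-3p passed the thresholds of the study (t-test without adjustment) and was lower in the model group, with a log2 fold change of -2.20, and is not listed in Table 1. Benjamini-Hochberg adjustment left a p of 0.163. It was detected on all 6 arrays, at signals between 1.48 and 2.07 near the detection limit. The log2 fold change of those signals was -0.039 before and -0.28 after scaling. A candidate explanation is that quantile normalization moves the dimmest detected miRNAs down on arrays with more detected miRNAs, as the model arrays have. Quantile normalization of the scanner signals, without a floor, turned the log2 fold change of let-7d-3p into -1.64, which goes with that explanation. The paper's text does not name the normalization, and no biological explanation was tested.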

How the results depend on the processing

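The totals as deposited, the authors' values with the t-test, the slide row as a block, the centring on the median deviation and the components of the authors' values scaled to unit variance, without the detection filter or over the miRNAs detected on all arrays were chosen only after the results were seen.

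The number of miRNAs with an adjusted p under 0.05 was 49. It fell to 19 without scaling, to 9 without the detection filter, where 758 miRNAs were tested instead of 214, to 26 with the methods' t-test, and to 25 with the authors' values and the t-test. With the row of the slide as a block it was 29. The cause of these changes was not tested. Of the 36 miRNAs called with the totals as deposited, 18 were among the 49. With each array left out in turn the count ran from 14, without control array 1, to 39, without model array 3. It was also more than 1.5 times lower without control array 2, at 26, and without control array 3, at 27. Fewer arrays were tested in these fits.

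The number over 2-fold was 11, and with each array left out it ran from 8 to 12. It was 4 without the detection filter and 3 with normexp background correction, which adds an offset of 50 to every spot and so compresses dim signals. Under the other alternatives it lay between 8 and 14. Lower miRNAs were among them under 4 alternatives. MiR-208a-5p was more than 2-fold lower with the 75th percentile of all miRNAs, at -1.03, and without model array 3, at -1.13, and let-7d-3p was with the authors' values and the unadjusted t-test. With the row of the slide as a block, 8 of the 12 were higher and 4 lower, miR-3584-3p at -2.06, miR-425-3p at -1.75, miR-668 at -1.62 and miR-5132-3p at -1.09. These 4 were named after their values were seen, and their log2 fold changes without the block were -0.80, -0.52, -0.67 and -0.59, with adjusted p from 0.122 to 0.479 in limma. The cause was not tested.

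All 13 miRNAs of Table 1 were higher with an adjusted p under 0.05. The number was 5 without the detection filter, 7 with normexp background correction and 11 to 13 with each array left out. Over all 282 fits of the 13 miRNAs under an alternative, 249 stayed on the same side of the threshold, 29 kept the direction and lost the threshold and 4 reversed. The reversed ones were miR-132-3p at -0.041 and miR-335 at -0.11 with normexp background correction, miR-335 at -0.0082 with the processed signal averaged over probes, and miR-155-5p at -1.92 with the totals as deposited. Of 220 such fits of the 10 named miRNAs outside Table 1, 119 stayed on the same side and 100 lost the threshold, and 1 reversed, miR-152-3p at -1.28 with the totals as deposited. The totals as deposited hold other miRNAs' signal for miR-155-5p. For the other reversals the cause was not tested. Without control array 1 the adjusted p of miR-155-5p was over 0.05, and without control array 2 or 3 those of miR-31a-3p and miR-335. No miRNA of Table 1 lost the threshold without a model array.

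The replicate numbers do not pair the arrays. The deviations of same-numbered arrays from their group means had correlations across miRNAs of -0.26, 0.0011 and 0.16. With a replicate block, 16 miRNAs had an adjusted p under 0.05 and 10 of Table 1 did.

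The share of component 1, 64.4%, moved to 50.4% with each miRNA scaled to unit variance, 58.6% without the detection filter, 59.1% with the authors' values, 51.4% with the totals as deposited, and 60.9% to 70.8% with each array left out. With the authors' values it was also 48.4% with each miRNA scaled to unit variance, 39.6% without the detection filter and 57.9% over the miRNAs detected on all arrays. For the clusters, 7 alternatives were run, and no clusters were made without scaling, with the 75th percentile of all miRNAs, with the centring on the median deviation, with averaged probes, with normexp background correction, without the detection filter or with an array left out. The clusters separated the groups under 7 of the 7 for the miRNAs of Table 1 and under 6 for the filtered miRNAs, the exception being the totals as deposited (0 on a scale where 1 is separated). The cause was not tested.

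The median log2 fold changes of the lists depended on the scaling. Without scaling and with the totals as deposited, the cardiomyocyte list stood at -0.48 and -0.38, the miR-29 family at 0.067 and 0.17, the endothelial list at -0.25 and -0.15 and the red blood cell list at -0.36 and -0.26. The fibroblast or matrix list stood at 1.16 without scaling. The endothelial list moved to -0.33 with quantile normalization, -0.61 with the 75th percentile of all miRNAs and -0.38 with the authors' values. The sign changed for the miR-29 family under both settings. It also changed for the leukocyte list, from -0.073 to between 0.076 and 0.17 with quantile normalization, the authors' values, the totals as deposited and no scaling, all within the spread between arrays, and for miR-212-3p, to 0.031 without scaling and 0.13 with the totals as deposited.

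The signal over background limits the dim miRNAs. The 4 miRNAs of Table 1 not detected on any control array have lower bounds only. Their fold changes follow the floor, and their p values hold no spread between the control rats.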

Differences from the paper's values

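None of the paper's fold changes, and neither its number of differentially expressed miRNAs nor the shares of variance in Fig. 3A, differed from the values found here by more than 1.5 times and more than the spread between arrays, with the 4 miRNAs not detected on any control array taken as lower bounds. The paper's number of miRNAs is 13, against 11 here with an adjusted p under 0.05 and more than a 2-fold change. The shares of components 1 and 2 were about 46% and about 20% in Fig. 3A, read by eye, against 64.4% and 13.7%. With the authors' normalized values and each miRNA scaled to unit variance, a setting chosen after seeing the values, they were 48.4% and 18.8%.

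The paper lists miR-132-3p and miR-335 as more than 2-fold higher. Here their log2 fold changes against the floor were 0.91 and 0.58, and their lower bounds were 1.80-fold and 1.02-fold. Both were over 2-fold with an adjusted p under 0.05 with the low floor of 1, where their folds were 3.29 and 2.61, and with the authors' normalized values. MiR-132-3p also was without scaling, at a log2 fold change of 1.28, without control array 1, at 1.12, and with centring on the median deviation, at 1.06, a setting chosen after seeing the values that drops 1 of the paper's 13. MiR-335 also was with the totals as deposited, at 3.08, a setting chosen after seeing the values that drops 2 of the paper's 13, miR-132-3p and miR-155-5p. The count over 2-fold was 13 with the low floor and with the authors' normalized values, and these were the paper's 13. It was also 13 without scaling, of which 12 were the paper's, without miR-335 and with miR-511-3p, and 13 with those totals, of which 11 were the paper's, with miR-146b-5p and miR-497-5p.

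The paper's fold changes of the 4 miRNAs not detected on any control array are 35.291122 for miR-132-3p, 112.03117 for miR-222-3p, 77.02281 for miR-31a-3p and 22.00288 for miR-335. The bounds here, at least 1.80-fold, 2.82-fold, 4.45-fold and 1.02-fold, do not exclude them, as a lower bound cannot exclude a larger fold. The authors' normalized values gave all 13 fold changes of Table 1 within 8.9e-05% and, with the methods' t-test, all 13 P values within 0.198%.

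The paper describes the miRNAs past its thresholds as higher in the model group. With the authors' normalized values, the methods' t-test and those thresholds, 14 miRNAs passed, 13 of them higher and in Table 1 and 1, let-7d-3p, lower. This combination of values and test was chosen after the data were examined. It drops 0 of the paper's 13.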

Other observations

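The tests of the carried-over totals, of the row of the slide, of miR-31a-5p and of the brightest miRNAs were chosen only after the results were seen.

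The totals of the scanner files contain other miRNAs' signal. Over the 6 arrays, 289 totals of detected miRNAs exceeded the sum of their own detected probes, with a median excess per array of 7.51-fold to 8.62-fold. For 100% of them the excess equalled the total of the detected miRNA before it in name order. All of them were miRNAs with at least 1 undetected probe. A candidate explanation is that the total of the detected miRNA before it in name order was carried over, and the 100% goes with it. No biological explanation was tested. The authors' normalized values follow the sum of the miRNA's own probes.

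Of the 5 miRNAs with fold changes over 10 in Table 1, 4 were not detected on any control array. Their fold changes in Table 1 set the model group against control values that are not detected signals. How the authors' values treat such miRNAs is not stated in the paper. The medians of their columns over all miRNAs, most of which were not detected, lay between -3.31 and -3.22. That is near log2 of 0.1, the total the software gives a miRNA that is not detected. With the floor used here, these fold changes were 14.7 to 20.0 times smaller than in Table 1. The size of these 4 fold changes may therefore reflect the value given to undetected miRNAs more than the tissue. The exception was miR-31a-5p, detected on all 6 arrays at signals above the floor, with a fold of 11.9. Some of its probes were not detected on control arrays 1 and 3. When all probes were counted at their own signal its fold was 9.45, and when the processed signals of the probes were averaged its log2 fold change was 3.19, against 3.57. With normexp background correction and its offset of 50 it was 1.02, so the size depends on how dim signals are treated. Detection on every control array and the fold of 9.45 argue against the detection limit as the whole cause of its size. Counted over all probes in the same way, miR-155-5p was 1.92-fold higher instead of 2.10-fold.

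That all miRNAs of Table 1 were higher could come from a difference in overall signal between the groups. The median log2 fold change of the miRNAs detected on all arrays was 0.092 before scaling and -0.15 after it. A difference that scaling leaves in would lift that median as much as the miRNAs of Table 1, so these values argue against it as the whole cause. The row of the slide was also considered, since model arrays 2 and 3 lay in the other row. With the row as a block, which leaves model array 1 against the control arrays, 13 of the 13 stayed above 0, and 10 kept an adjusted p under 0.05 in limma. The 13 were chosen on these arrays, model array 1 among them, and 4 of them were at the floor on every control array, so the sign was nearly given in advance. The part of the row and that of the infarct in these 13 cannot be told apart by this count.

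A lower share of cardiomyocytes in the infarct marginal tissue was tested as a hypothesis with the lists. Of the 6 cardiomyocyte miRNAs on the array, 5 passed the detection filter. They had a median log2 fold change of -0.72, all 5 lower, 3 of them with an adjusted p under 0.05 in limma. With quantile normalization miR-1-3p and miR-133b-3p had 0. The brightest of them, miR-133b-3p and miR-1-3p, were the first and the second brightest miRNAs of every array. The fibroblast or matrix list had a median of 0.92 over 8 miRNAs, of which 4 were picked by the study into Table 1. Without those 4 the median was 0.27. The adjusted p was 0.00616 in fry and 5.9e-04 in camera for this list, and 0.0286 and 0.0214 for the cardiomyocyte list. With an estimated correlation, camera gave p of 0.0898 and 0.284, so neither call held there. The leukocyte list had a median of -0.073, above 0 with quantile normalization, without scaling, with the authors' values and with the totals as deposited, over 7 miRNAs that went both ways (fry adjusted p = 0.848, camera adjusted p = 0.528), from -0.60 for miR-150-5p to 1.07 for miR-155-5p. The endothelial list had a median of -0.49 over 3 miRNAs and the red blood cell list -0.60 over 2. The miR-29 family had -0.17 over 3, above 0 without scaling and with the totals as deposited, with no adjusted p under 0.05. Of the 8 miRNAs from the precursors or clusters of Table 1 miRNAs, all on the array, 1 passed the detection filter, miR-212-3p, at -0.21 (adjusted p = 0.674), above 0 without scaling and with the totals as deposited. All these values include the shift of -0.15. Relative to it, the medians were -0.57 for the cardiomyocyte list, 1.07 for the fibroblast or matrix list, 0.075 for the leukocyte list, -0.34 for the endothelial list, -0.46 for the red blood cell list, -0.026 for the miR-29 family and -0.062 for miR-212-3p. If fewer cardiomyocytes were the whole cause of the higher miRNAs, those of the other cells would rise alike. The fibroblast or matrix list rose above the endothelial list by 1.55 log2 units, with SDs between arrays of 0.042 in the control group and 0.19 in the model group. As 4 of its 8 members were picked for being higher, the difference without them was also taken, and it was 0.70, with SDs of 0.051 and 0.16. This smaller difference is a median over 4 miRNAs that went both ways, and no conclusion is drawn from it. The endothelial list, with no member in Table 1, had a median below 0 under each of 5 other scalings, and miR-126a-3p and miR-126a-5p were lower by limma, at -0.49 and -0.59 (adjusted p = 0.0154 and 0.0132). Without scaling both stayed below 0 but not past the threshold (adjusted p = 0.591 and 0.386), and so did they with the totals as deposited (adjusted p = 0.329 and 0.0860). The endothelial list below 0 goes against that prediction but rests on 3 miRNAs. Of these, miR-126a-3p and miR-126a-5p are arms of 1 precursor, and miR-10a-5p stood at -0.19 (adjusted p = 0.848 in limma). The prediction also assumes that the other cells keep their proportions, which was not measured. The list therefore cannot decide whether a lower share of cardiomyocytes is the whole cause. The difference of 1.55 is not counted here, since 4 of the 8 fibroblast or matrix members were picked for being higher. Of the 4 fibroblast or matrix miRNAs outside Table 1, miR-152-3p stood at 0.73 and miR-10b-5p at 0.72 (adjusted p = 0.293 for the latter), against -0.17 for miR-145-5p and -0.17 for miR-143-3p, and miR-152-3p was below 0 with the totals as deposited, where the last pair was above 0, as it also was without scaling. A change in fibroblasts themselves stays open, as does a change in the makeup of the tissue, alone or together with it.

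For the 2 brightest miRNAs, the log2 fold change depended on the scaling. MiR-1-3p and miR-133b-3p had log2 fold changes of -0.76 and -0.72 after division by the 75th percentile, and of -0.085 and -0.11 in the authors' normalized values. Both held the same rank on all 6 arrays, so quantile normalization of the scanner signals leaves each with a log2 fold change of 0. A candidate explanation for the near level values of the authors is therefore a normalization that brings the brightest miRNAs of the arrays to nearly the same values. The match was not exact on all arrays. In the authors' values, the highest value per array ran from 12.74 to 13.07 and was shared by 5 arrays. The 10th highest was shared by 4. MiR-1-3p and miR-133b-3p also had log2 fold changes below 0 without scaling, at -0.52 and -0.48. With the totals as deposited they stood at -0.42 and -0.38, and with the 75th percentile of all miRNAs at -0.89 and -0.85. Of these 3 settings, only the last left an adjusted p under 0.05 in limma. The fall of both was thus near 0 only with quantile normalization and in the authors' values, while its size and its call depended on the scaling. A biological cause stays open.

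The gene table of the rat assembly GRCr8 places Mir221 and Mir222 next to each other, with 0 genes between them. MiR-221-3p and miR-222-3p were both higher in the model group.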
